A study of Mus musculus with 19 samples.

How the data were processed

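PolyA RNA was sequenced from 19 single mouse embryos. Per the labels, sperm and oocytes came from mice heterozygous for a deletion in Alyref or in Gabpb1, and wild-type (WT) B6D2F1 mice served as the control. After in vitro fertilisation the embryos were cultured in KSOM, a medium for preimplantation embryos, at 37 degrees C under 5% CO2 and collected 96 hours after insemination as morulae or blastocysts. Each embryo was lysed alone and ERCC spike-in RNA was added after lysis. The cDNA was amplified over 16 PCR cycles, Nextera XT libraries were made, and paired reads of 50 and 25 bases were sequenced. Embryos labelled KO are those in which the submitters found no reads over the deleted region of the targeted gene in the same libraries. The other embryos of the heterozygous crosses, called non-KO here, are WT or heterozygous.

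The authors deposited 1 table with a column per embryo. Its name announces FPKM, but the deposited values are raw counts: 0 or whole numbers from 1 upward for genes of every length, with column totals that differ between embryos. The comparisons had been planned for FPKM with limma, with edgeR on counts named as the replacement if the table held counts, so edgeR was used. The counting tool, the aligner and the strand setting are not stated. The table holds 53379 gene rows and 92 ERCC rows. Of the gene rows, 50604 carry a versioned identifier that is also in GENCODE M21, and these 50604 have the same start and end there, so coordinates are those of GRCm38. A symbol occurs more than once in 101 cases, and genes were therefore kept apart by identifier. The deleted exons cannot be examined in counts per gene.

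FPKM was computed from the counts and the deposited merged exon length for the filter, for the choice of named genes and for the limma alternatives. A gene was tested if its FPKM was 1 or more in at least 2 of the 19 embryos, which kept 18410 of the 39262 genes with any count. edgeR 4.0.16 (R 4.3.3) was used with TMM scaling and its quasi-likelihood (QL) F test. One mean was fitted for each of the 7 groups to all 19 embryos, and 8 contrasts were tested. P-values were adjusted by the Benjamini-Hochberg (BH) method over all genes tested in a contrast, and a gene is called when the adjusted p is under 0.05. Standard errors (SE) are the size of the log2 fold change divided by the square root of F. CPM were computed from the counts with the TMM-scaled library size over gene rows without the ERCC rows. Every adjusted p-value given for a gene is from edgeR's QL test with BH unless another tool is named.

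Gene lists were tested with camera (limma 3.58.1) with an inter-gene correlation of 0.01, and with fry as the alternative. The 12 lists were tested in both KO contrasts and adjusted together by BH. They are epiblast and pluripotency, primitive endoderm, trophectoderm, p53 targets, mRNA export, mitochondrial DNA expression, maternal oocyte mRNAs, two-cell stage, mitochondrial ribosome, nuclear OXPHOS, mitochondrially encoded and cytosolic ribosome. The first 8 are lists of symbols, and the other 4 were collected by symbol prefix. Correlations of fold changes are across genes, which are not independent replicates, and carry no p-value. The spike-in ratio is the log2 of summed gene counts over summed ERCC counts in an embryo, in place of the sums of FPKM that had been planned, and was compared with an exact two-sided permutation test.

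For each KO contrast the named genes are the 5 with the largest rise and the 5 with the largest fall among called genes whose FPKM in every KO embryo lay beyond every non-KO embryo of the cross and whose mean FPKM over the 19 embryos was 5 or more. Alyref, Gabpb1, Nanog and called genes of the symbol lists were added. For the other contrasts the 3 largest rises and falls were taken by the same rule. The rule gives no names for the contrast between KO effects, since it has no pair of groups to separate. The groups, contrasts, lists, this rule and all alternatives but those named as added were chosen before the data were examined.

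The method was tested on simulated data: counts for 18410 genes were drawn from the embryos' means and library sizes. In the Alyref KO contrast 200 genes were changed, taken from those above a minimum expected count. Genes were drawn independently, with spreads taken from the trend over expression level. Recovery was read in that contrast alone. The QL test recovered 3.03% of genes changed by 1 on the log2 scale, 47.8% of those changed by 2 and 83.6% of those changed by 3, with 3 wrong calls. Small changes are therefore mostly out of reach. Camera gave p 4.75e-11 for a simulated list of 80 genes raised by 0.5 and p 0.7 for an unchanged one.

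Total gene counts ranged from 7.49 to 31.5 M (megacounts) per embryo. A group whose libraries all held 3 counts or fewer of a gene was treated as at the floor, and fold changes against it are given as bounds from 3 counts. Counts after PCR without molecular identifiers are not independent molecules, so floors cover counting error alone. The alternatives were a pseudocount of 0.1, other filters, other scalings, embryo weights, the replicate number as a block, Y-linked expression as a covariate, pooled controls, a fit of the compared groups alone, and leaving out each embryo in turn. Limma on log2(FPKM + 1), DESeq2 1.42.0 and scaling by ERCC were added after the data were seen. Embryo sex was not used to group embryos, and 0 of the per-embryo columns were left unused. A gene withheld for evaluation is not reported here. Figures were drawn with matplotlib 3.10.9.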

Results

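Transcript levels were measured in single mouse embryos at 96 hours after insemination, to compare embryos labelled KO for Alyref or for Gabpb1 with other embryos of the same crosses. Alyref encodes an mRNA export adaptor and Gabpb1 a subunit of the transcription factor GABP. The Alyref cross gave 2 KO morulae, 3 non-KO morulae and 3 non-KO blastocysts. The Gabpb1 cross gave 3 morulae labelled KO, 2 non-KO morulae and 3 non-KO blastocysts. A further 3 blastocysts came from WT parents. No blastocyst was labelled KO. The labels give no sequencing batch or date, and each cross had its own fertilisations, so cross and batch cannot be told apart.

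Gene counts per embryo had a median of 13.6 M. Their mean was 11.4 ± 5.48 M (SD, n = 2) in Alyref KO morulae and 15.9 ± 2.88 M (SD, n = 3) in Alyref cross non-KO morulae. It was 12.3 ± 1.81 M (SD, n = 3) in morulae labelled Gabpb1 KO and 13.3 ± 0.467 M (SD, n = 2) in Gabpb1 cross non-KO morulae. Blastocysts had 19.1 ± 11.2 M (SD, n = 3) in the Alyref cross, 11.2 ± 2.39 M (SD, n = 3) in the Gabpb1 cross and 14.9 ± 0.871 M (SD, n = 3) from WT parents. Between 23167 and 28300 genes had at least 1 count in an embryo. ERCC rows took 0.501% to 1.95% of counts, mitochondrially encoded genes 2.51% to 5.74%, and the 10 most abundant genes 4.93% to 6.97%.

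The first principal component held 39.2% of the variance and the second 10.1%. Blastocysts lay at 16.3 or above on the first component. The morulae spread from -141.9 to 24.8, with the third Alyref cross non-KO morula at -2.32 and the Gabpb1 cross non-KO morulae at 24.8 and 5.42.

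**Figure D1:**
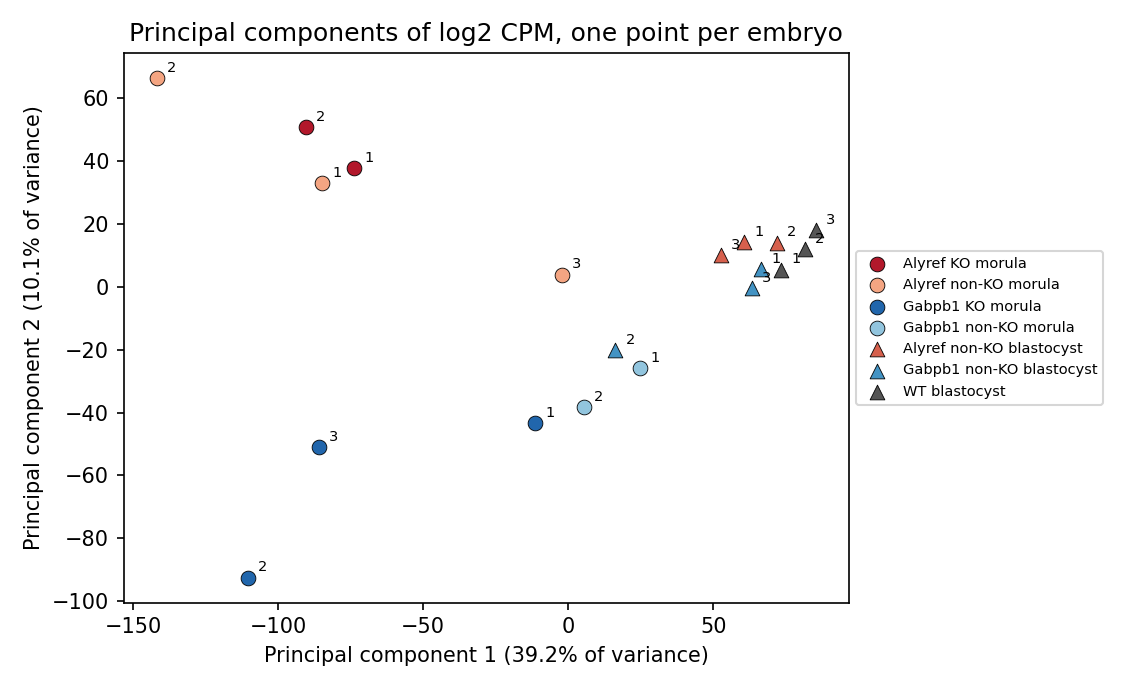
Scores of the 19 embryos on the first principal component (39.2% of the variance) and the second (10.1%) of log2 CPM, in arbitrary units, with 1 point per embryo coloured by group. Alyref cross and Gabpb1 cross morulae lie apart on the second component.

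Alyref (ENSMUSG00000025134.2, minus strand of chromosome 11, 120592121 to 120598365) was at 53.1 ± 7.57 CPM (SD, n = 2) in Alyref KO morulae and 221 ± 65.6 CPM (SD, n = 3) in the non-KO morulae of that cross. The log2 fold change was -2.05 (SE 0.30, adjusted p 0.0227). Reads on Alyref did not vanish: the Alyref KO libraries held 362 and 877 counts of it. Since the same libraries were used to call KO embryos, the lower level is not independent evidence of the genotype. With the compared groups alone in the fit, the Alyref fold change was -2.07 with an adjusted p of 0.559, and without the first non-KO morula the adjusted p was 0.065. With Y-linked expression as a covariate the fold change was -2.20 with an adjusted p of 0.051.

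Gabpb1 (ENSMUSG00000027361.15, minus strand of chromosome 2, 126627442 to 126676337) was not lower in the morulae labelled Gabpb1 KO. It was at 163 ± 91.2 CPM (SD, n = 3) there and 88.6 ± 7.46 CPM (SD, n = 2) in the non-KO morulae, a log2 fold change of 0.88 (SE 0.39, adjusted p 0.243). Of the 3 libraries labelled Gabpb1 KO, 2 lay above both non-KO libraries. Without the first library labelled KO the Gabpb1 fold change was 1.21 with an adjusted p of 0.0486, and without the second it was 0.36. Counts per gene do not show whether the deleted exons were read.

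**Figure D2:**
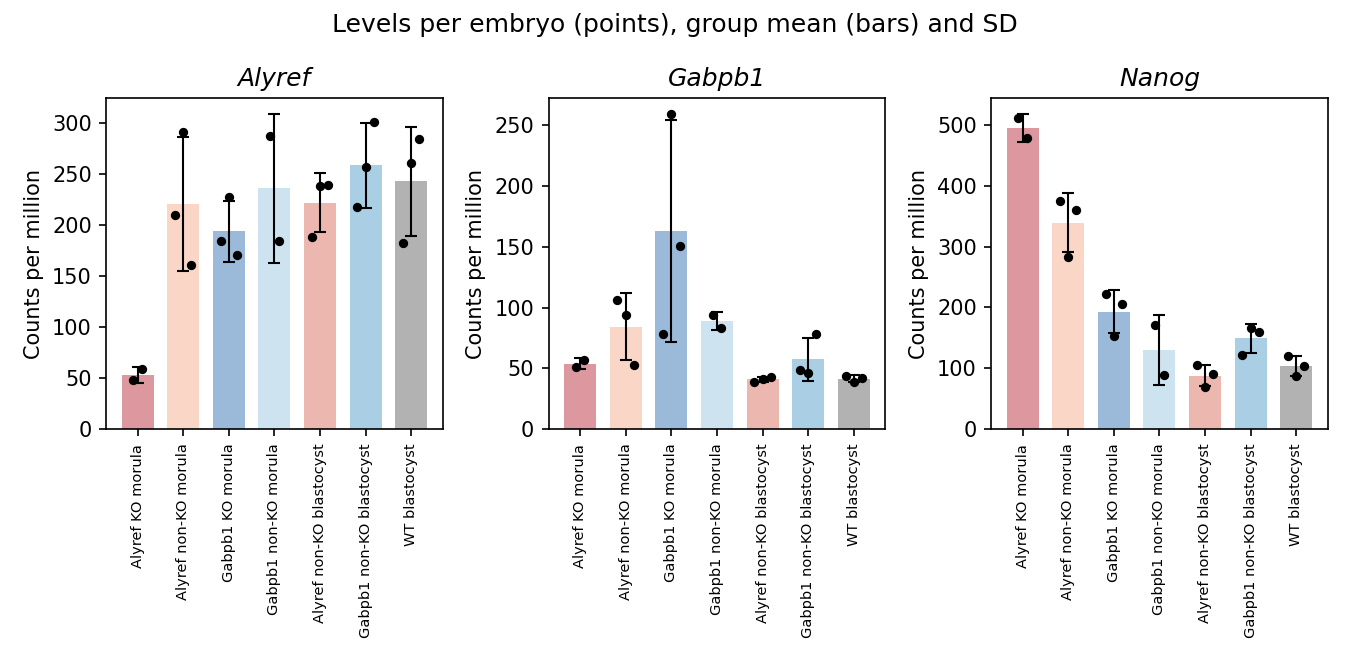
CPM of Alyref and of Gabpb1 in each of the 19 embryos, with 1 point per embryo, grouped by cross, genotype and stage. Alyref KO morulae average 53.1 CPM of Alyref against 221 in the non-KO morulae, and morulae labelled Gabpb1 KO average 163 CPM of Gabpb1 against 88.6.

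In the Alyref cross, 42 of 18410 genes were called between KO and non-KO morulae, 17 higher and 25 lower in KO, a balance that turned with limma on log2(FPKM + 1), to 106 higher and 58 lower. An unadjusted p under 0.05 was found for 2225 genes, where 920 would be reached by chance. The count moved most with embryo weights, to 2115, and was 0 without the first non-KO morula (1897 at an unadjusted p under 0.05) and 128 without the third. Ing5 (ENSMUSG00000026283.13, chromosome 1, 93803965 to 93822101) was at 115 ± 12.8 CPM (SD, n = 2) in KO and 36.9 ± 9.39 CPM (SD, n = 3) in non-KO morulae, a log2 fold change of 1.64 (SE 0.21, adjusted p 0.0227). Gm4349, a long noncoding RNA, rose by 2.29 on the log2 scale, Fam13b by 1.70, Rras by 1.66 and Kctd10 by 1.55. Among the falls were Tmem45b at -4.12, Gdf3 at -3.67, Hmga2 at -2.94 and L1td1 at -2.84. Hmga2 (ENSMUSG00000056758.14, chromosome 10, 120361275 to 120476469) was at 17.3 ± 6.49 CPM (SD, n = 2) in KO and 133 ± 45.4 CPM (SD, n = 3) in non-KO morulae. The genes named here had adjusted p-values from 0.0227 to 0.049.

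In the Gabpb1 cross, 303 genes were called between morulae labelled KO and non-KO morulae, 64 higher and 239 lower in those labelled KO (0 higher and 26 lower under ERCC scaling). An unadjusted p under 0.05 was found for 3476 genes. The count was 118 without the second morula labelled KO and 966 without the first. Lypla2 (ENSMUSG00000028670.14, chromosome 4, 135968224 to 135972626) had the smallest adjusted p. It was at 1.01 ± 0.0726 CPM (SD, n = 3) in morulae labelled KO and 36.7 ± 8.80 CPM (SD, n = 2) in non-KO morulae, a log2 fold change of -5.17 (SE 0.38, adjusted p 1.08e-05). Ndrg1 had a log2 fold change of -4.80 and Gm17035, an antisense RNA that overlaps it, of -4.84. For Ifitm2 it was -4.71 and for Gm45717 -4.56. The members of each of these pairs overlap, Ndrg1 and Gm17035 on opposite strands with the strand setting of the counts unknown, and Ifitm2 and Gm45717 on the same strand, so a read in an overlap cannot be assigned to either member. The largest rises were Rpl36-ps8 by 3.09, Gk5 by 2.52, Rhebl1 by 1.97, Gm10110 by 1.89 and Pabpc4 by 1.82. Over the settings tried the lowest values were 0.05 for Rpl36-ps8, 0.32 for Rhebl1, 0.36 for Gm10110 and 0.35 for Pabpc4, against 1.53 for Gk5. Apart from Gk5, these genes were at 67.6, 60.2, 45.4 and 131 CPM in morulae labelled KO. Alyref cross non-KO morulae held more on average, at 103, 70.2, 50.8 and 147 CPM. Rpl36-ps8 and Gm10110 are processed pseudogenes, which share sequence with their parent genes. Of the genes in the symbol lists, Fgfbp1 was called, with a log2 fold change of -2.65 (SE 0.57, adjusted p 0.0343).

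Nanog was at 495 ± 23.5 CPM (SD, n = 2) in Alyref KO and 340 ± 49.0 CPM (SD, n = 3) in non-KO morulae of that cross, a log2 fold change of 0.54 (SE 0.27, adjusted p 0.437). In the Gabpb1 cross Nanog was at 193 ± 35.6 CPM (SD, n = 3) in morulae labelled KO and 130 ± 58.0 CPM (SD, n = 2) in non-KO morulae, a log2 fold change of 0.57 (SE 0.27, adjusted p 0.275). That fold change was 1.115 without the first non-KO morula of the Gabpb1 cross and 0.174 without the second. Against the non-KO morulae of both crosses together the Nanog fold change in morulae labelled Gabpb1 KO was -0.40. Neither change passed the test.

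The difference between the KO effects was tested itself, as the Gabpb1 effect minus the Alyref effect. It was past the threshold for 167 genes, 66 above and 101 below, and 3101 genes had an unadjusted p under 0.05. Leaving out 1 embryo moved this count between 55, without the first Alyref cross non-KO morula, and 707, without the third. Both KO contrasts called 1 gene in common, where 0.691 would be shared by chance. Across 18410 genes the KO effects had a Pearson r of 0.0468 and a Spearman rho of -0.0153.

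Of the 12 gene lists, 2 passed with camera in the Alyref KO contrast and 4 in the Gabpb1 contrast. With fry 0 of 12 passed in either contrast, where 1 and 3 lists had an unadjusted p under 0.05. In Alyref KO that list was maternal oocyte mRNAs (fry p 0.0045), which camera did not pass. Nuclear OXPHOS and the cytosolic ribosome had fry p 0.25 and 0.381 there. In the Gabpb1 contrast the 3 were trophectoderm, epiblast and pluripotency, and two-cell stage, while the cytosolic ribosome had fry p 0.0818. In Alyref KO the nuclear OXPHOS list was lower, with a median log2 fold change of -0.15 (57 of 89 genes lower, adjusted p 0.0143), and so was the cytosolic ribosome list at -0.14 (55 of 77 genes lower, adjusted p 0.0308). Both medians depend on single embryos: the nuclear OXPHOS median was -0.0195 without the third non-KO morula and the ribosome median -0.0238 without the second, and neither list passed there. In morulae labelled Gabpb1 KO the trophectoderm list was lower at -1.51 (12 of 14 genes, adjusted p 6.45e-05) and the epiblast and pluripotency list higher at 0.53 (12 of 14 genes, adjusted p 0.00974). Their medians were -2.3 and 0.369 without the first morula labelled KO, and -1.06 and 0.713 without the second. The two-cell stage list was higher, with a median of 2.87 once its 6 members at the floor in non-KO morulae were set to their bounds (8 of 8 genes, adjusted p 0.0143). This list was weaker in 4 of 11 alternative settings, where camera or fry gave adjusted p-values of up to 0.265. Its member Tcstv3 held from 1 to 192 counts in the morulae labelled KO. The cytosolic ribosome list was higher at 0.27 (70 of 77 genes, adjusted p 7.36e-06), but its median was -0.15 under ERCC scaling, where the median of all genes was -0.40.

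The other lists did not pass. In Alyref KO their medians were -0.35 for epiblast and pluripotency, 0.19 for mRNA export, -0.63 for maternal oocyte mRNAs, -0.04 for mitochondrial DNA expression, -0.03 for the mitochondrial ribosome and -0.12 for mitochondrially encoded genes. They were -0.0018 for p53 targets, -0.03 for trophectoderm, -0.23 with bounds for primitive endoderm and -0.78 for the two-cell stage. In morulae labelled Gabpb1 KO the medians were -0.18 for mRNA export, 0.25 for maternal oocyte mRNAs, 0.14 for mitochondrial DNA expression, -0.01 for the mitochondrial ribosome and 0.23 for mitochondrially encoded genes. They were 0.03 for nuclear OXPHOS, -0.28 for p53 targets and -1.34 for primitive endoderm without its 1 member at the floor in both arms (Foxa2). Of the 93 tested genes of the symbol lists, 1 was called in Alyref KO adjusted over the list alone (Ooep, in the maternal oocyte list) and 0 over all genes, with 11 at an unadjusted p under 0.05. In the Gabpb1 contrast 10 were called adjusted over the list alone and 1 over all genes. Of the 16 genes listed as maternal oocyte mRNAs 4 were tested, and of the 15 listed for the two-cell stage 8. The medians of these lists cover that part alone, and the adjustment for Ooep was over 4 genes.

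Stage differences were taken from non-KO embryos. In the Alyref cross 2402 genes were called between blastocysts and morulae, 1035 higher and 1367 lower in blastocysts, a balance that turned with limma on log2(FPKM + 1), to 1585 higher and 1011 lower, while ERCC scaling gave 31 higher and 321 lower. Leaving out 1 embryo gave from 346 genes, without the second morula, to 4560, without the third. Myl9 was higher in blastocysts by 6.54 (SE 1.02, adjusted p 0.0076) and BC051665 by 7.03 (SE 1.34, adjusted p 0.00813). Actc1 was at least 180-fold higher, from 0 counts in the 3 morulae. Tcstv3 was at least 265-fold lower, 1700013H16Rik at least 135-fold and A430060F13Rik at least 22.8-fold, though the morulae varied widely, with 3 to 1749 counts of Tcstv3. Without the highest morula these bounds are 6.83-fold for Tcstv3, 95.5-fold for 1700013H16Rik and 5.19-fold for A430060F13Rik, and without the highest blastocyst the bound for Actc1 is 78-fold. In the Gabpb1 cross 0 genes were called between the stages, with a smallest adjusted p of 0.0724 and 1237 genes at an unadjusted p under 0.05. The stage difference itself differed between the crosses for 1 gene, Wls.

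Each KO effect was compared with the stage difference of the other cross, so that no library served in both. The Gabpb1 KO effect had a Pearson r of -0.382 and a Spearman rho of -0.409 with the stage difference of the Alyref cross across 18410 genes, and r lay between -0.456 and -0.245 when 1 embryo was left out. Of the 303 called genes, 252 moved against the stage difference (83.2%, against 65.9% of tested genes): 192 that fell were higher in blastocysts and 60 that rose were lower. The Alyref KO effect had an r of -0.0203 and a rho of -0.0602 with the stage difference of the Gabpb1 cross. Of its 42 called genes 27 moved against that difference (64.3%, against 53.4% of tested genes). The stage difference of the Gabpb1 cross had 0 called genes, against 2402 in the Alyref cross. A low r with it cannot exclude a relation of the Alyref KO effect to stage.

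**Figure D3:**
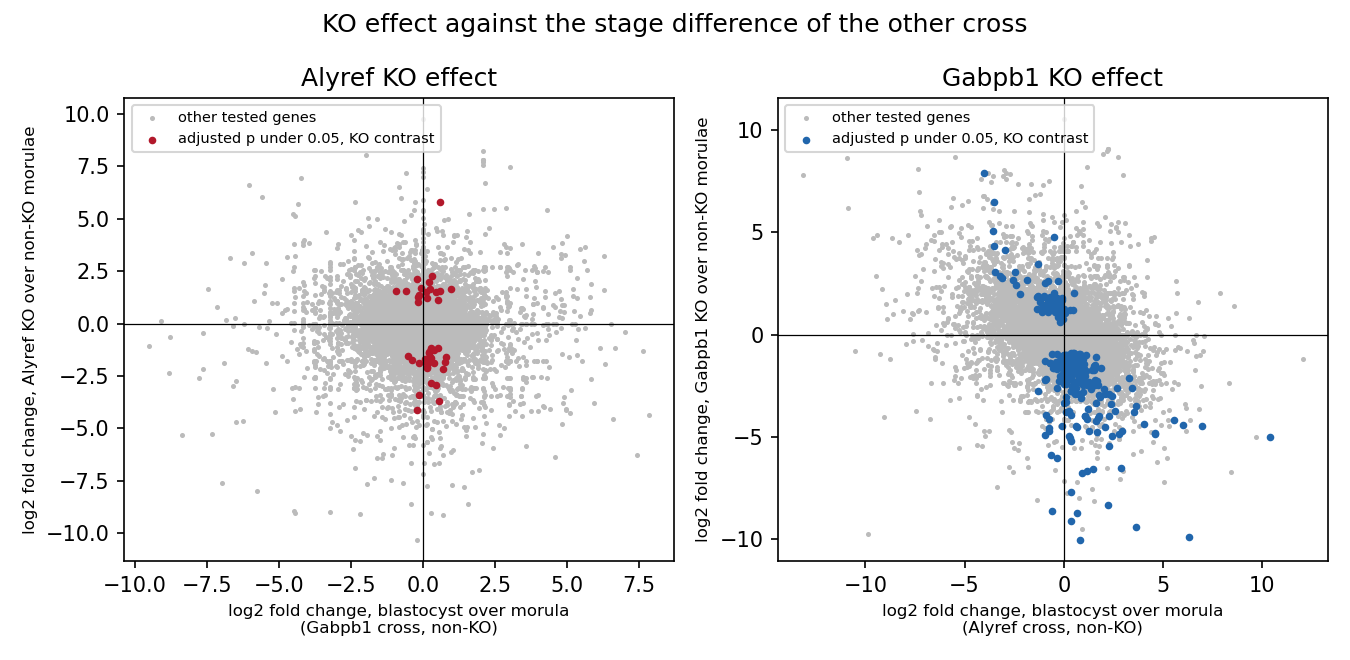
Log2 fold change of each KO effect (vertical) against the log2 difference between blastocysts and morulae in the other cross (horizontal), with 1 point per tested gene and called genes marked. The Gabpb1 effect falls as the stage difference rises (r -0.382), and the Alyref effect shows no such slope (r -0.0203). The 2 slopes are not on equal terms, since the stage difference of the Gabpb1 cross had 0 called genes and that of the Alyref cross 2402.

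The non-KO morulae of both crosses were compared to give the background between crosses. Here 342 genes were called, 218 higher and 124 lower in the Gabpb1 cross, and 4129 genes had an unadjusted p under 0.05. The count was 0 without the first or the second Alyref cross morula (3217 and 2649 at an unadjusted p under 0.05) and 2435 without the third. Ms4a10 was higher in the Gabpb1 cross by 6.91 (SE 1.21, adjusted p 0.0282), Gpx3 by 5.90 and Cd81 by 4.71. The Gabpb1 cross non-KO morulae held 475 and 2304 counts of Cd81. Its difference was 5.457 without the first of them and 3.083 without the second. Gm44693 was at least 86.9-fold lower, a bound that is 9.69-fold without the second Alyref cross morula, which held 632 counts of it against 55 and 20 in the others. The pseudogenes Gm5745 and Rpl36-ps8 were lower at -4.54 and -3.70.

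Non-KO blastocysts of each cross were compared with WT blastocysts, which bears on whether embryos of the heterozygous crosses differ from embryos of WT parents. The test called 0 genes in either comparison. In the Alyref cross 541 genes had an unadjusted p under 0.05, and in the Gabpb1 cross 1123, where 920 would be reached by chance. With only the compared groups in the fit these counts were 1356 and 1419, with 0 genes called in either. Whether the Alyref cross count lies above chance therefore depends on the groups in the fit. Without the second WT blastocyst each comparison called 1 gene, the same one, Gm8210. In the simulated Alyref KO contrast 3.03% of changes of 1 and 47.8% of changes of 2 on the log2 scale were recovered. Recovery was not simulated for these comparisons of blastocysts, whose group sizes differ.

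The ratio of gene counts to spike-in counts was compared as a measure of polyA RNA per embryo. Its log2 was 6.87 ± 0.09 (SD, n = 2) in Alyref KO and 6.83 ± 0.73 (SD, n = 3) in non-KO morulae, a difference of 0.05 (exact permutation p 1). It was 6.65 ± 0.99 (SD, n = 3) in morulae labelled Gabpb1 KO and 7.31 ± 0.02 (SD, n = 2) in non-KO morulae, a difference of -0.65 (exact permutation p 0.6). Both p-values are 1 after BH adjustment over the 2 comparisons. With 10 splits of 5 embryos p cannot go below 0.1. The Gabpb1 difference rests largely on the second morula labelled KO, since it was -0.15 without that embryo.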

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

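The size of the GC and length trends, the count of genes that stay called with the Y-linked covariate, the tests of stage position on the cytosolic ribosome list, the comparison of each list's stage difference between crosses, and the tests on the stage calls and on the stage position of called genes were chosen after the results were seen.

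The effect of KO differed between the crosses for 167 genes by edgeR's QL test of the difference itself with BH. The other splits of each cross's 5 morulae set the frame for this. In the Alyref cross 2 of the 10 splits gave as many genes as the 42 of the real one, the other one, with 66 genes, setting the first and second non-KO morulae against the rest. In the Gabpb1 cross 2 of the 10 splits gave as many as the real 303, the other one, with 649 genes, placing the first morula labelled KO with the non-KO morulae. With 10 splits a share under 0.05 cannot be reached, so the KO effects and an accidental grouping of these embryos cannot be told apart by this count. A difference between the non-KO morulae of the crosses and a difference between the KO effects cannot be told apart. The KO morulae of the crosses differed in 841 genes and the non-KO morulae in 342, but the order is the opposite at an unadjusted p under 0.05 (3778 and 4129), and the 342 ranged from 0 to 2435 when 1 embryo was left out.

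Depth, GC content and gene length were removed in turn from the counts behind both KO contrasts. After thinning every library to 7.49 M gene counts, 29 genes were called in the Alyref contrast and 296 in the Gabpb1 contrast. After removing each library's trend over GC content, which is known for 91.3% of the tested genes, the counts were 35 and 306. After removing the trend over gene length they were 44 and 341. Each stays within 1.5 times the original count, which argues against depth as the whole source, though 29 against 42 is near that limit. For GC content and gene length the size of the trend argues against them: removing it moved no called gene with a known value by more than 7.54% of its log2 fold change for GC content and 12.9% for gene length. Embryo sex was examined with Y-linked expression. Of the called genes, 54.8% in the Alyref contrast and 65.3% in the Gabpb1 contrast moved the way of Y-linked expression in the other embryos, against 51.5% and 58.1% of tested genes. In the Alyref contrast sex and KO cannot be told apart: both KO morulae had Y-linked expression while 2 of the 3 non-KO morulae did not, and with it as a covariate 0 genes were called (2011 at an unadjusted p under 0.05). In the Gabpb1 contrast both arms held embryos with and without it, and 164 of the 303 called genes stayed called with the covariate, which argues against sex as the whole source. For the other 139 called genes sex and KO cannot be told apart, since the slope rests on few embryos without Y-linked expression.

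Stage position is a candidate explanation for part of the Gabpb1 effect. Among its 303 called genes 83.2% moved against the stage difference of the Alyref cross (65.9% of tested genes did), as in embryos further from blastocysts than the non-KO morulae. The 51 called genes that moved with the stage difference are not covered by it. For Alyref KO the share was 64.3% of 42 genes against 53.4% of tested genes. Stage position and KO cannot be told apart there, with so few genes and with 0 genes called for the stage difference of the Gabpb1 cross. An effect of the lost gene that slows development, and embryos that were collected at an earlier point for other reasons, would look alike in these data, and neither was tested. Non-KO morulae nearer to blastocysts would look alike too. On an axis of the 2402 stage genes of the Alyref cross, morulae labelled Gabpb1 KO scored -0.605 ± 0.385 (SD, n = 3). The Alyref KO morulae were lower at -0.847, and the Gabpb1 cross non-KO morulae higher at 0.146.

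For the trophectoderm list the KO effects differed by a median of -0.94 (camera, adjusted p 0.00214), from -1.51 in morulae labelled Gabpb1 KO and -0.03 in Alyref KO. The list was higher in blastocysts than in morulae by a median of 2.28 in the Alyref cross and 0.42 in the Gabpb1 cross. An earlier stage position of the morulae labelled Gabpb1 KO, or a later one of the Gabpb1 cross non-KO morulae, may account for the KO difference. Among non-KO morulae the list was higher in the Gabpb1 cross than in the Alyref cross by a median of 1.3. The Alyref stage difference shares the Alyref cross non-KO morulae with the KO difference, which favours opposite signs, but it shares no embryo with the Gabpb1 effect alone.

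For the epiblast and pluripotency list the KO effects differed by 1.06 (camera, adjusted p 0.00214). Its stage difference had a median of -0.59 in the Alyref cross and of 0.46 in the Gabpb1 cross. The crosses point opposite ways and each shares morulae with the KO difference, so for this list stage position and KO cannot be told apart. The maternal genotype was not tested.

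For the cytosolic ribosome list the KO effects differed by 0.39 (camera, adjusted p 7.55e-07). After removing the trend over gene length camera gave p 4.73e-08, and after removing the trend over GC content p 8.91e-08, which argues against both as the whole source. The list's stage difference had a median of -0.34 in the Alyref cross but 0.05 in the Gabpb1 cross, so for this list too stage position and KO cannot be told apart. The rise in morulae labelled Gabpb1 KO is relative to other genes: under ERCC scaling the list's median there was -0.15.

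Among the named genes, 8 differed between the KO effects. The differences were -4.58 for Lypla2 (adjusted p 0.000766), -6.07 for Ndrg1 (0.0383), -1.84 for Ing5 (0.0223), -2.10 for Kctd10 (0.0233) and -2.60 for Rras (0.0233). They were 3.89 for Hmga2 (0.0244), 4.06 for Gdf3 (0.0349) and 1.77 for Alyref (0.0484). Alyref itself differed because it was lower in the embryos called KO for it, from reads of the same libraries. Lypla2 held 10 to 15 counts in each of the 3 morulae labelled Gabpb1 KO and 428 and 564 in the non-KO morulae. Ing5 was at 115 CPM in Alyref KO morulae (n = 2) and at means of 24.2 to 36.9 in the other groups. Kctd10 was at 123 against 22.6 to 60.3, Hmga2 at 17.3 against 68.9 to 133 and Gdf3 at 5.3 against 31.8 to 77.9. The other groups span both stages, and all Alyref cross blastocysts had Y-linked expression. This argues against stage position and sex as the whole source for these genes. Rras, at 17.1, lay near the blastocysts (17.32 to 18.55). For Rras and Ndrg1 the tests above on all called genes apply, and no test was run on single genes.

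The stage difference differed between the crosses for 1 gene, Wls on chromosome 3 (159839672 to 159938664), by -7.72 (SE 1.01, adjusted p 0.0218). Wls was at 41.3 and 15.2 CPM in the Gabpb1 cross non-KO morulae, and at 0.434, 0.0844 and 0.453 CPM in those of the Alyref cross. The blastocysts of the Alyref cross held 6.36 to 26.0 CPM and those of the Gabpb1 cross 3.79 to 10.1 CPM. More widely, 2402 genes were called between the stages in the Alyref cross and 0 in the Gabpb1 cross, where 1237 had an unadjusted p under 0.05. Having 1 morula fewer in the Gabpb1 cross is argued against as the source, since leaving out 1 Alyref cross morula left at least 346 calls. A candidate explanation is that the Gabpb1 cross non-KO morulae were nearer to blastocysts: on an axis of the 2402 genes they scored 0.146 ± 0.115 (SD, n = 2), against -0.847 for the Alyref KO morulae and 0.849 for the WT blastocysts, which did not set the axis. The Gabpb1 cross non-KO blastocysts, which did not set it either, scored 0.499 ± 0.197 (SD, n = 3), below the WT blastocysts, so blastocysts nearer to morulae may also narrow the gap in that cross. The Alyref cross non-KO embryos did set it, so their own scores are no test.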

How the results depend on the processing

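Limma on log2(FPKM + 1), DESeq2 and ERCC scaling were tests chosen after the results were seen, and the other alternatives were planned. Where no reason is given, the cause was not tested. Counts are called genes, in the order Alyref KO (42 reported), Gabpb1 KO (303), difference of the KO effects (167), cross among non-KO morulae (342) and stage in the Alyref cross (2402).

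Limma on log2(FPKM + 1), the test first planned, gave 164, 532, 271 and 683, and 2596 for stage. It shared 39 of the 42 Alyref KO genes and 255 of the 303 Gabpb1 KO genes. A pseudocount of 0.1 gave 80, 477 and, for the cross, 575. Quantile normalization gave 132, 585, 254 and 654, and TPM gave 116, 526, 258 and 733. With limma the share of Alyref KO calls that were higher was 64.6%, against 40.5% reported, and that of stage calls 61.1%, against 43.1%. Quantile normalization gave 187 higher and 398 lower for Gabpb1 KO (64 and 239 reported). TPM gave 59 and 199 for the difference (66 and 101 reported) and 555 and 178 for the cross (218 and 124 reported), and ERCC scaling 0 and 10 for the difference. No filter gave 13 for Alyref KO and mean FPKM of 5 or more gave 82. DESeq2 gave 502, 1284, 894, 1709 and 3762, with 42 and 300 of the reported KO genes among them. Embryo weights gave 2115, 707, 1372, 4320 and 9519. Y-linked expression as a covariate gave 0 for Alyref KO (2011 at an unadjusted p under 0.05), 170 for Gabpb1 KO and 1424 for stage. All 5 non-KO morulae as the control gave 120 for Alyref KO.

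With only the compared groups in the fit the counts were 0, 0, 0, 0 and 24 (1424, 2180, 1995 and 2329 at an unadjusted p under 0.05 for the first 4). ERCC scaling gave 0, 26, 10, 2 (Plxdc2 and Wls) and, rounded, 3.5e+02, and moved the median of all genes to -0.40 for Gabpb1 KO, -0.33 for the difference, 0.39 for the cross and -0.34 for stage. For stage in the Gabpb1 cross it moved that median to -0.86 and for the Alyref cross against WT to 0.15. At an unadjusted p under 0.05 the Alyref KO count under ERCC scaling was 684.

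The labels' replicate numbers give no replicate pairs: deviations of embryos with the same number correlated between -0.12 and 0.165 across genes. As a block in the fit they gave 8 genes for Alyref KO and 266 for Gabpb1 KO.

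The comparisons with 0 called genes gained calls under some settings. Stage in the Gabpb1 cross gave 10 with limma on log2(FPKM + 1), 10 with quantile normalization, 10 with TPM, 40 with embryo weights, 3 with the Y-linked covariate (Nfic, Tex19.2 and Pgrmc1) and 57 with DESeq2. Alyref cross against WT blastocysts gave 5, 5 and 2 under the same 3 limma settings, 184 with embryo weights and 15 with DESeq2. Gabpb1 cross against WT blastocysts gave 4, 4 and 4, then 3 with a pseudocount of 0.1, 1 (Actc1) without a filter, 79 with embryo weights and 42 with DESeq2. Fahd1, H2-K1, BC051142, Ubd and Pgc were the 5 genes, and Actc1, AC165154.1, Ubd and Pgc the 4.

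Leaving out 1 embryo at a time gave from 0 to 128 genes for Alyref KO, 118 to 966 for Gabpb1 KO, 55 to 707 for the difference, 0 to 2435 for the cross and 346 to 4560 for stage in the Alyref cross. Stage in the Gabpb1 cross gave 0 throughout, and each comparison with WT blastocysts gave 0 to 1. The highest Alyref KO, difference, cross and stage counts came without the third Alyref cross non-KO morula. The lowest for Alyref KO and the difference came without the first, for the cross without the first or the second, and for stage without the second. Fits that left 1 embryo in a group were not used for calls.

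The Alyref level fell in every setting, but failed the threshold with only the compared groups (-2.07), under ERCC scaling (-1.95) and with the Y-linked covariate (-2.20, chosen for this level after the results were seen), and ranged from -2.24 to -1.79 when 1 embryo was left out, failing the threshold without the first non-KO morula. The Gabpb1 level ranged from 0.36 to 1.21, past the threshold without the first morula labelled KO. The Nanog change in morulae labelled Gabpb1 KO reversed to -0.40 with all 5 non-KO morulae as the control. The median of the cytosolic ribosome list there changed sign to -0.153 under ERCC scaling, but only with the shift of all genes, whose median of -0.40 it still lay above.

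Lists past the threshold in Alyref KO (2 reported) were 0 with fry, with a pseudocount of 0.1, with quantile normalization, with TPM and under ERCC scaling, and 1 to 2 when 1 embryo was left out. In the Gabpb1 contrast (4 reported) they were 0 with fry, 2 with quantile normalization and 3 to 4 when 1 embryo was left out. The correlation of the Gabpb1 KO effect with the Alyref cross stage difference was -0.192 without a filter and ranged from -0.456 to -0.245. That of the KO effects ranged from -0.0752 to 0.178, and that of the Alyref KO effect with the Gabpb1 cross stage difference from -0.071 to 0.0317. The Alyref spike-in difference ranged from -0.367, without the second non-KO morula, to 0.332, and also reversed to -0.0156 without the first KO morula. The Gabpb1 one ranged from -1.14 to -0.154.

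For single genes and lists, 541 values kept their direction and, where tested, their side of the threshold over these settings. Of the others, 172 were weaker, 9 moved and the 2 named above changed sign. Fits that left 1 embryo in a group were not set against the threshold. Their values count among the 541 where the fold change moved by less than the spread within groups. The 9 come from fits that left 1 embryo in a group, and 1 of them changed sign: Alyref in the Gabpb1 contrast went from -0.28 to 0.07 without the first non-KO morula. The weaker ones included 53 when 1 embryo was left out, 33 with only the compared groups and 26 under ERCC scaling. Depth limits genes near 3 counts, whose fold changes are bounds.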

Other observations

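The tests of the Gabpb1 level, of the windows around the targeted genes and of chromosome 17, and the choice of the genes and windows named here, were made after the results were seen.

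Gabpb1 was at 78.3, 259 and 150 CPM in the 3 morulae labelled Gabpb1 KO and at 93.8 and 83.3 CPM in the non-KO morulae. In 2 of the libraries labelled KO it was at or above the lowest non-KO library. A mislabelled sample and a deletion that leaves most of the transcript in place cannot be told apart here, since counts per gene do not resolve the deleted region.

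If genotypes were called from the deleted allele, the chromosome segment linked to it may differ between KO and non-KO embryos, because the alleles come from different haplotypes. Within 20 Mb of Gabpb1 on chromosome 2, 11 of 317 tested genes were called in the Gabpb1 contrast (3.47%, against 1.61% elsewhere). Of windows with as many genes along all chromosomes, 2.35% held as many calls, which is in line with a linked haplotype. Around Alyref on chromosome 11, 1 of 332 other genes was called (Dcaf7), where 0.734 would be expected from the share elsewhere, and 50.9% of windows held as many. With so few calls a linked haplotype and its absence cannot be told apart there. The window size was a single choice, and a direct effect of the lost gene on its neighbours was not tested.

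The splits of the blastocyst comparisons give their frame. For blastocysts against morulae of the Alyref cross 1 of the 10 splits, the real one, gave as many as 2402 genes, and the other splits gave 0. For each comparison with WT blastocysts 10 of the 10 splits gave as many as the 0 genes called, which any split must, so that count decides nothing. At an unadjusted p under 0.05, 2 splits in the Alyref comparison, the real one among them, gave as many as the real 541. In the Gabpb1 comparison only the real split gave as many as 1123. With 10 splits of 6 embryos a share under 0.05 cannot be reached.

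At an unadjusted p under 0.01, 20 of the 116 genes that differed between Alyref cross non-KO and WT blastocysts lay on chromosome 17 (2.48% of its 807 tested genes, against 0.545% elsewhere). Over 22 chromosomes Fisher's exact test gave p 1.43e-07 for chromosome 17 and 3.15e-06 after BH. In the Gabpb1 cross it gave p 0.0064 and 0.141 after BH, with 20 genes on chromosome 17, so that comparison does not pass, and both use the same WT embryos. Of these genes 17 and 19 lay between 14 and 49 Mb, a range chosen from the data that holds H2-K1, Ubd and Pgc. The 5 genes that limma on log2(FPKM + 1) called for the Alyref cross, which are Fahd1, H2-K1, BC051142, Ubd and Pgc, all lie in it. Haplotypes that differ between the parents may be the source. Genes of that range moved together within groups of blastocysts with a mean absolute correlation of 0.38, against a median of 0.377 over 166 windows, and 27.1% of windows reached as much. A segregating haplotype and other sources cannot be told apart, with 9 blastocysts.

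Trends over GC content and gene length also bear on the Alyref KO lists. After removing the trend over gene length the cytosolic ribosome list no longer passed in that contrast (adjusted p 0.101), and after removing the trend over GC content its adjusted p was 0.0452. Nuclear OXPHOS kept adjusted p-values of 0.0214 after the GC step and 0.0317 after the length step. The 4 lists that passed for morulae labelled Gabpb1 KO passed after both steps, with the two-cell stage list at adjusted p-values of 0.0178 and 0.0196. The stage score of those morulae was -0.605 ± 0.385 (SD, n = 3), with the first at -0.161, against 0.146 ± 0.115 (SD, n = 2) in the non-KO morulae (difference -0.751, exact permutation p 0.2).

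Tfam, a gene of the mitochondrial DNA expression list singled out after its values were seen, had a log2 fold change of -1.36 (SE 0.33) in the Gabpb1 contrast. Its adjusted p was 0.051 over all genes and 0.011 adjusted over the list alone. Mterf3, of the same list, rose by 1.01 (SE 0.32), with an adjusted p of 0.11 over all genes and 0.0359 over the list alone.

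The first WT blastocyst had Y-linked expression of 2.65 (mean log2(FPKM + 1) of 4 Y-linked genes) together with 292 CPM of Xist. The second and the third WT blastocysts had 3.12 and 2.64 with 13.6 and 4.13 CPM of Xist. Whether the first WT library holds a single embryo was not tested. It served in both comparisons with WT blastocysts, including the counts on chromosome 17.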
